# Scar Formation with Decreased Cardiac Function Following Ischemia/Reperfusion Injury in 1 Month Old Swine

**DOI:** 10.3390/jcdd7010001

**Published:** 2019-12-18

**Authors:** Emma J Agnew, Nivedhitha Velayutham, Gabriela Matos Ortiz, Christina M Alfieri, Luis Hortells, Victoria Moore, Kyle W Riggs, R. Scott Baker, Aaron M Gibson, Sithara Raju Ponny, Tarek Alsaied, Farhan Zafar, Katherine E Yutzey

**Keywords:** ischemia/reperfusion injury, cardiac function, cell cycling, cardiomyocyte, swine

## Abstract

Studies in mice show a brief neonatal period of cardiac regeneration with minimal scar formation, but less is known about reparative mechanisms in large mammals. A transient cardiac injury approach (ischemia/reperfusion, IR) was used in weaned postnatal day (P)30 pigs to assess regenerative repair in young large mammals at a stage when cardiomyocyte (CM) mitotic activity is still detected. Female and male P30 pigs were subjected to cardiac ischemia (1 h) by occlusion of the left anterior descending artery followed by reperfusion, or to a sham operation. Following IR, myocardial damage occurred, with cardiac ejection fraction significantly decreased 2 h post-ischemia. No improvement or worsening of cardiac function to the 4 week study end-point was observed. Histology demonstrated CM cell cycling, detectable by phospho-histone H3 staining, at 2 months of age in multinucleated CMs in both sham-operated and IR pigs. Inflammation and regional scar formation in the epicardial region proximal to injury were observed 4 weeks post-IR. Thus, pigs subjected to cardiac IR at P30 show myocardial damage with a prolonged decrease in cardiac function, formation of a regional scar, and increased inflammation, but do not regenerate myocardium even in the presence of CM mitotic activity.

## 1. Introduction

The ability of the heart to regenerate has been demonstrated in zebrafish, amphibians and neonatal mammals [1]. In mice and pigs, a brief neonatal window of cardiac regenerative capacity after injury has been linked to the proliferation of cardiomyocytes (CM) [2,3,4]. However, whether or not the human heart can regenerate, alongside the timing and mechanisms involved in loss of cardiac regenerative capacity in mammals, are unknown. Thus, there remains a need to further research cardiac development and repair following injury in the large mammalian setting. Here, we examine the ability of the young swine heart to repair following ischemia/reperfusion (IR) injury.

In mammals, the prenatal heart typically grows by hyperplasia, with mitosis followed by cytokinesis to produce mononucleated CMs [5]. It is known that mice can regenerate their hearts with pre-existing CMs being the source of regenerating cardiac muscle following injury in the first week after birth [2,6,7]. However, this intrinsic capacity for cardiac self-repair is lost by postnatal day (P)7 coincident with CM binucleation, cell cycle arrest, and the transition to hypertrophic growth [2,8,9,10]. There is incomplete information available as to how the transient regenerative capacity of the neonatal mouse heart specifically relates to CM cell cycle exit, transition to hypertrophic growth, sarcomeric maturation, and fibrotic scar formation in response to injury [2,9,11].

In large mammals, less is known of the timing of CM proliferative arrest, multinucleation, transition to hypertrophic growth, and regenerative capacity. Studies in large mammals are required for clinical translation to humans, with thorough analysis of proliferation, nucleation and ploidy across multiple postnatal stages. Recent studies from our group [12] found that the postnatal pig heart shows CM mitotic activity in the first 2 months after birth, peaking at P15, resulting in longitudinal growth of CMs by multinucleation. Sarcomeric maturation, multinucleation and hypertrophic CM growth continues to 2–6 months after birth in swine, with CM nuclei predominantly diploid from P0–6 months of age. The presence of significant numbers of mononucleated diploid CMs in pig hearts in the month after birth, alongside active cardiac cell cycling, suggests that there may be an extended period for postnatal cardiac regenerative repair via CM proliferative mechanisms after injury in swine [13].

Recent reports have demonstrated a limited regenerative period of 2–3 days after birth in neonatal pigs subjected to permanent ligation of the LAD, which leads to a severe drop in cardiac function [3,4]. Studies in adult swine show no evidence of cardiac regeneration after ischemic injury without intervention, and previous reports in pigs are primarily focused on developing therapeutic targets to aid in cardiac repair [14,15,16,17]. This study examines cardiac repair with use of an alternative, milder, injury approach to that previously assessed in young swine [3,4]. Here we report the response to transient ischemic injury at P30 when CM mitotic activity, multinucleation, and extracellular matrix (ECM) remodeling are ongoing in postnatal swine.

## 2. Materials and Methods

All animal experiments conform to NIH guidelines and were performed with protocols approved by the Institutional Animal Care and Use Committee (IACUC) at the Cincinnati Children’s Research Foundation. White Yorkshire-Landrace farm pigs were purchased from Isler Genetics (Prospect, OH, USA). All animals (n = 19 total, with n = 16 surviving the full protocol) were aged 1 month (P30) at time of surgery, following 2–3 days of acclimatization upon arrival at the Cincinnati Children’s Hospital Medical Center (CCHMC) animal facility. The weight range of pigs at time of surgery was 6–10 kg.

### 2.1. Ischemia/Reperfusion (IR) Cardiac Injury

P30 pigs were randomly assigned to sham (n = 8) or IR (n = 11) cardiac surgery groups. Left ventricular myocardial samples were also collected from unoperated 2 month old pigs (n = 4), to be used as control samples. Of the 11 pigs subjected to IR injury, 8 survived the day of the surgery and no subsequent morbidity or mortality was observed. Equal numbers of males (n = 4) and females (n = 4) were evaluated in each group. On the day of surgery, anesthesia was induced with intramuscular injection of ketamine (20 mg/kg, Zoetis, Kalamazoo, MI, USA) and xylazine (dose 2 mg/kg, Akorn Animal Health, Lake Forest, IL, USA). Each pig was intubated with an endotracheal tube of 4–5 French diameter, with anesthesia being sustained by 1%–2% isoflurane (Akorn Animal Health) with 100% oxygen. Continuous pulse oximetry measured blood oxygenation throughout the procedure. Three-lead electrocardiogram (ECG) was used to monitor for arrhythmias. A rectal probe was inserted to measure body temperature.

Prior to incision, amiodarone was given intramuscularly (1 mg/kg, APP Pharmaceuticals, Schaumburg, IL, USA). IV fluids were maintained at 30 cc/hr with 5% dextrose in Lactated Ringer’s solution. Left lateral thoracotomy was performed to approach the 4th intercostal space and the 3rd or 4th rib was removed after examining the heart’s position. After opening the pericardium, a 4-0 Prolene suture (Ethicon, NJ, USA) was placed around the left anterior descending (LAD) artery just distal to the 2nd diagonal branch. All IR pigs were administered heparin (1000 units, Sagent Pharmaceuticals, Schaumburg, IL, USA) and a rubber snare was used to occlude the LAD. ST segment changes were observed on the ECG and the myocardium was visually examined for ischemic changes distal to the spot of occlusion. LAD occlusion lasted 1 h, after which the snare was released and reperfusion was monitored for 30 min. For the sham operations, the LAD suture was not snared down. The chest was left open for 1.5 h in total, comparable to IR operations. In all pigs, an air knot was left to mark the site of injury for accurate tissue collection at euthanasia. Epinephrine (1 mg) and lidocaine (2 mL/mg)(Henery Schein, Dublin, OH, USA), cardiac defibrillation with 10J+ energy, and cardiac massage were given appropriately and as needed in all animals who developed significant arrhythmias or bradycardia during the procedure. For chest closure, the ribs were re-opposed with 2-0 Vicryl stitches and tissue closed in layers with Vicryl and Monocryl sutures (Ethicon, NJ, USA and Medline, IL, USA), followed by 1–2 mg/kg of Bupivicaine (Hospira, Lake Forest, IL, USA) was administered around the incision site.

Antibiotics were administered by intramuscular injection of Combi-Pen-48 (30,000 U/Kg, Bimeda, Oakbrook Terrance, IL, USA) on the day of and 2 days after surgery. Pain management medication was induced with intramuscular injection twice a day for two days with Buprenorphine Hydrochloride (0.01 mg/Lg, PAR Pharmaceuticals, Chestnut Ridge, NY, USA).

Two pigs in the IR group did not survive the procedure, following bradycardia at 20 and 40 min respectively post-ischemia. One IR pig showed poor recovery post-surgery and was euthanized 7 h post-ischemia. All animals that survived the day of surgery survived the full study (n = 16). One month after surgery, pigs were euthanized, via injection of Fatal-Plus (1 cc per 4.5 kg, Vortech Pharmaceuticals, Dearborn, MI, USA), for tissue collection and processing.

### 2.2. Serum Cardiac Troponin I Determination

Peripheral blood samples were collected before surgery and 2 h following IR (or sham equivalent) to measure physiological parameters, including blood chemistry and circulating cTnI, indicative of myocardial damage. Immediately following collection, blood samples were inserted into the iSTAT test cartridges and automatically read with the iSTAT blood analyzer to detect cardiac troponin I protein in serum (Abbott Laboratories Diagnostics, Lake Forest, IL, USA).

### 2.3. Echocardiography

Transthoracic echocardiography was performed prior to surgery, 2 h post-cardiac suture placement, 1 week, 2 weeks, and 4 weeks post-operatively using the General Electric Vivid 7 system (Boston, MA, USA) with Digiview software, cardiac package (Tech Tools, Rowlett, TX, USA). Briefly, pigs were anaesthetized as described above (intramuscular injection of ketamine, followed by 1%–2% isoflurane with 100% oxygen after intubation), placed in left lateral decubitus position with electrocardiogram electrodes attached to monitor heart rate and a rectal probe inserted to observe body temperature. The sonographer was blinded to the experimental groups during all imaging and data analysis. Images were acquired, with a 5 MHz probe, in 2D mode short and long axis, with M-mode images taken in short axis. Tissue doppler imaging measurements of the septal and lateral wall of the left ventricle (LV) were made. Two-dimensional parasternal long axis four chamber images were analyzed for LV diastolic and systolic dimensions (cm) and volumes (mL), stroke volume (mL), fractional shortening (%) and ejection fraction (%). M-mode images taken at the mid-papillary muscle end were utilized for analysis of left ventricular septum diastolic and systolic thickness (cm) and LV posterior wall diastolic and systolic thickness (cm). Heart rate in beats per minute (bpm) was obtained from M-mode images. Digiview analysis software was used for calculating all above parameters.

### 2.4. Histology and Tissue Staining

For tissue processing, 3 zones (approximately 1 cm cubes) of P30 pig myocardium 4 weeks post-surgery were collected. The scar zone was defined as the region directly inferior to the occlusion site where loss of blood flow and myocardial ischemic damage would be expected to occur. Upon processing, it was noted this area contained both scar tissue and adjacent myocardium in IR pigs. In sham pigs, the same size piece directly at the occlusion site was taken and named ‘scar’ for regional comparisons. The border zone was defined as the area of the LV adjacent to the area classified as ‘scar’. The remote zone was taken from the posterior side of the middle LV. Myocardium was fixed in 4% Paraformaldehyde (PFA) (Electron Microscopy Sciences, Hatfield, PA, USA) in Phosphate-buffered saline (PBS) (Fisher Scientific, Hampton, NH, USA), then transferred to 70% ethanol after 48 h. Tissues were processed, embedded in paraffin wax and cut using a microtome to 5 µm sections of the myocardium, encompassing both the endo- and epicardial regions.

#### 2.4.1. Masson’s Trichrome

Masson’s Trichrome 2000 Stain Kit (American Master Tech Scientific, McKinney, TX, USA) was used to identify collagen and muscle in all myocardial sections, according to manufacturer’s procedures. Brightfield images were obtained with an Olympus BX51 microscope and Nikon DS-Ri1 camera (both Tokyo, Japan). Deposition of collagen was quantified on an automated analysis program created on NIS elements software (Tokyo, Japan).

#### 2.4.2. Immunohistochemistry

Sections were dewaxed with xylene (Fisher Scientific, Hampton, NH, USA) and rehydrated in decreasing concentrations of ethanol (Decon Labs Inc., PA, USA). Antigen retrieval was carried out in citrate buffer (pH 6; Vector, Burlingame, CA, USA) using a pressure cooker. Slides were blocked with 6% goat serum, followed by staining with Anti-phospho-Histone H3 (Ser10) Antibody (pHH3, 1:100; 06-570, Millipore Sigma, Burlington, MA, USA) or CD45 Antibody (1:200; ab10558, Abcam, Cambridge, UK), in combination with the cardiomyocyte marker Anti-Troponin I Antibody (cTnI, 1:1000; MAB1691) (Millipore Sigma). Fluorophore-conjugated secondary antibodies (1:100; Alexa Fluor ab175473, ab150081, Abcam, Cambridge, UK) were used to detect immunostaining, with the addition of wheat germ agglutinin (WGA), Alexa Fluor™ 647 Conjugate (1:250; Thermo Fisher Scientific, Waltham, MA, USA) and DAPI (5 mg/mL, D1306; Thermo Fisher Scientific). Immunofluorescence was imaged using a Nikon Eclipse Ti Fluorescence microscope with NIS elements software (Tokyo, Japan). The percent pHH3-positive cardiomyocytes, normalized to the total number of cardiomyocyte nuclei, from cross-sectional images, was calculated using an automated analysis program created on NIS elements software. Fiji (ImageJ) image analysis software was used to manually draw the WGA-defined circumference of cardiomyocytes with a central nucleus to calculate cross sectional area (µm^2^).

#### 2.4.3. Lectin-DAB Staining

Glycoprotein lectin was used to identify capillary endothelial cells in all myocardial sections. Sections were dewaxed, rehydrated and antigen retrieval carried out as above. Slides were blocked with 0.3% H_2_O_2_, followed by 6% goat serum. Sections were stained with Biotinylated Lectin Antibody (B-1105, Vector Laboratories, Burlingame, CA, USA) in a 1:300 dilution. Following overnight incubation, mouse Avidin-Biotin Complex (ABC; Thermo Scientific) was added to the stained sections. The chromogen used for visualization of the lectin signals was 3,3′-Diaminobenzidine (DAB), made using DAB metal concentrate (10x in stable peroxide substrate buffer (1x) at a 1:100 dilution (Thermo Scientific). Stains were imaged using an Olympus BX51 microscope and Nikon DS-Ri1 camera with NIS elements software. Microvessel density, measured as small vessel counts per tissue area (µm^2^), was calculated using an automated analysis program created on NIS Analysis elements software.

#### 2.4.4. Cell Death Detection

Cell death was detected by TUNEL using the In Situ Cell Death Detection Kit, Fluorescein (Roche, Basel, Switzerland). Briefly, slides were baked for 1 h following by dewaxing and rehydration. Antigen retrieval was achieved via proteinase K addition (20 µg/mL; Carlsbad, CA, USA). Slides were blocked in 4% goat serum, then incubated overnight with the monoclonal Anti-α-Actinin (Sarcomeric) antibody (A7811, 1:100)(Millipore Sigma), before the addition of TUNEL enzyme (1:10, Roche), goat anti-mouse IgG H&L (Alexa Fluor^®^ 568) (1:400, ab175473, Abcam) and wheat germ agglutinin, Alexa Fluor™ 647 Conjugate (1:250; Thermo Fisher Scientific). Cell death was imaged as above, and quantified as the number of cardiomyocytes (identified via sarcomeric α-actinin stain) and non-cardiomyocytes normalized to total nuclear number (DAPI).

#### 2.4.5. Collagen Hybridizing Peptide Detection

Slides were dewaxed and rehydrated before addition of Streptavidin reagent (Component A) for 30 min at 37 °C, followed by Component B after washing (E21390, Thermo Fisher Scientific). Slides were blocked with 5% goat serum and collagen hybridizing peptide (CHP) solution (15 µM, BIO300, 3Helix, Salt Lake City, UT) prepared by heating to 80 °C before placing in ice for 15 s prior to addition to tissue sections for overnight incubation at 4 °C. Streptavidin, Alexa Fluor™ 568 conjugate secondary antibody (1:300, Thermo Fisher Scientific) was added and tissues imaged as above. CHP was calculated as area (µm^2^) per field.

### 2.5. RNA Analysis

Myocardial tissue samples from all three zones isolated in parallel with histology samples described above were snap frozen in liquid nitrogen and stored at −80 °C. RNA was extracted using the NucleoSpin RNA kit (740955, Macherey-Nagel, Duren, Germany). The manufacturer’s protocol was followed, with elution in 40 µL RNase-free H_2_0. RNA was treated with DNase I treatment (EN0255, Thermo Fisher Scientific, Waltham, MA, USA), according to manufacturer’s protocols. cDNA was synthesized, using the SuperScript III First-Strand Synthesis SuperMix kit (Thermo Fisher Scientific), then subjected to real-time quantitative PCR (RT-qPCR) in duplicate using the Step One Plus system (Applied Biosystems, Foster City, CA, USA) with gene-specific primer sets (Table 1) and Applied Biosystems Power SYBR Green PCR Master Mix (Thermo Fisher Scientific). Porcine primers were designed on Primer-BLAST (NCBI National Center for Biotechnology Information, Bethesda, MD, USA). Primers were tested for specificity using Sanger DNA sequencing (performed by CCHMC DNA Core) of pooled cDNA sample PCR products, following purification with use of the QIAquick PCR Purification Kit (Qiagen, Hilden, Germany). Relative quantification was provided by StepOne software v2.3 using the quantitation-relative standard curve method with 40 cycles followed by melt curve production. mRNA levels were normalized to the mean *18S* rRNA levels, used as internal standards, and expressed relative to unoperated 2 month old pig myocardial samples.

#### 2.5.1. RNA-Sequencing

RNA sequencing (RNA-seq) was performed using the Illumina HiSeq 2500 system in collaboration with the CCHMC DNA Core. Total RNA from pig myocardial tissue was subjected to the TruSeq mRNA LS Illumina protocol with a GeneAmp 9700 Applied Biosystems thermocycler. All sample/library quality control analysis was carried out on the AATI Fragment Analyzer (Agilent) and quantified using a Qubit fluorimeter (Thermo Fisher Scientific). Adapter dimers in the libraries were removed from the pool using a 1.5% gel and cleaned using the QiaQuick Gel Extraction protocol (Qiagen). Sequencing was performed by TrueSeq polyA stranded selection with 75 bp paired sequencing to extract 20 million reads. The samples analyzed included eight samples per sham and eight samples per IR injury (both sexes), with both scar and border zone samples of the myocardium (n = 16 total, n = 4 per zone per surgery).

#### 2.5.2. Gene Expression Data Analysis

RNA-seq data analysis was carried out by the CCHMC Division of Biomedical Informatics. The FASTQ files were obtained from the DNA Sequencing and Genotyping Core Facility at CCHMC. Quality control steps were performed to determine overall quality of the reads from the FASTQ files. Upon passing basic quality matrices, the reads were trimmed to remove adapters and low-quality reads using Trimmomatic [18].

The trimmed reads were mapped to the *Sus Scrofa* (swine) reference genome. Hisat2 was used for reference alignment. In the next step, transcript/gene abundance was determined using “Kallisto” [19]. A transcriptome index in Kallisto using Ensemble cDNA sequences for the pig was created. This index was then used to quantify transcript abundance in raw counts and transcripts per million (TPM). The quantified sample matrix was used for determining differential gene expression between experimental groups or to profile expression of a specific transcript across various conditions. The R package RUVSeq [20] was used to perform differential gene expression analysis between groups, with raw counts obtained from Kallisto used as input. Significant differentially expressed genes were obtained using a fold change cutoff of 2 and adjusted *p*-value/*p*-value cutoff of ≤0.05. The data files were uploaded to the GEO database (accession: GSE137293).

#### 2.5.3. Gene Ontology and Pathway Analysis

Downstream functional annotation of genes of interest and significantly dysregulated genes in the experiment were determined using gene ontology (GO) (cellular components, molecular function, and biological process) and pathway analysis. A detailed functional annotation and pathway analysis was performed using ToppFun tool from the ToppGene Suite [21]. An adjusted *p*-value cutoff of ≤0.05 was used to select functional annotations and pathways.

### 2.6. Statistical Analysis

All numerical data are presented as means ± SD, with *p* < 0.05 deemed significant. GraphPad Prism 8 software was used for statistical analysis, with Mann–Whitney, Kruskal–Wallis with Dunn’s post-hoc analysis, two-way ANOVA with Tukey post-hoc analysis, or Mixed-Effect Model (for repeated measures) with the Geisser–Greenhouse correction with Bonferroni post-hoc tests, performed as appropriate (as indicated in each Figure legend). All data were subject to Shapiro–Wilk normality testing prior to further analysis.

## 3. Results

### 3.1. Cardiac Ischemia/Reperfusion (IR) Injury, via Temporary Occlusion of the LAD, Produces Myocardial Tissue Damage in P30 Pigs

Since CM mitotic rates are similar at P0 and P30 in young swine [12], cardiac repair following temporary injury was assessed in P30 pigs. Blood collection and echocardiography were performed at baseline and subsequent time points over the course of the 4 week study (Figure 1A). On the day of the surgery, 3 out of 11 IR pigs did not survive (Figure 1B), due to cardiac arrest during the procedure or poor recovery following the cardiac injury. This rate of mortality was similar to previous reported models of IR injury [22]. Following day 1 of the study, all IR and sham pigs then survived to the end of the protocol.

Serum cTnI was increased >40-fold 2 h following ischemic injury in IR pigs compared with the sham-operated animals (Figure 1C), demonstrating an effective myocardial injury. Together these blood indicators, along with ST-segment changes on ECG, and observed myocardial color change, confirm myocardial tissue damage and ischemic injury in pigs subjected to the IR surgery.

No differences in body weight growth trajectories for the two groups were found over the course of the study protocol (Figure 1D). Thus, the ischemic cardiac injury, via temporary LAD occlusion, did not affect overall growth or development of the animals. At 4 weeks after surgery, the animals were sacrificed, hearts were excised, and left ventricular myocardium was isolated with scar, border, and remote zones collected as shown in Figure 1E. The scar zone was defined as immediately distal to the LAD suture site in both sham and IR pigs, and thus contained injured and viable myocardium. This IR protocol in P30 pigs produces a myocardial injury without significant morbidity or mortality of the operated animals.

### 3.2. Cardiac Function Declines Post-Ischemic Injury in P30 Pigs

Echocardiographic assessment of cardiac function showed a decline in ejection fraction (EF, Figure 2A) and fractional shortening (FS, Figure 2B) in IR pigs from pre-operative baseline to 2 h post-injury. EF was similarly decreased at 1 and 2 weeks in IR compared to sham-operated animals. By the study endpoint, at 4 weeks post-surgery, EF and FS were unchanged compared with the assessment 2 h post-surgery for IR or sham-operated groups. Thus, the decrease in cardiac function was apparent by 2 h following IR, but did not improve or decrease further by 4 weeks post-injury.

Corresponding changes were observed in LV volumes and dimensions in systole and diastole, with increased size of the left ventricular chamber following injury (Figure 2C–F). However, ventricular septum and LV posterior wall thicknesses were unchanged between sham and IR pigs, suggesting a lack of muscular hypertrophic growth (Table 2). Assessment of LV size by echocardiography showed the expected growth increase as the pigs age. Stroke volume initially dropped post-injury, but was then similar between sham and IR pigs throughout the study, with heart rate being within the normal range (Table 2). These results indicate that, while cardiac function worsens immediately following IR in P30 pigs, a subsequent decline in heart function is not observed and heart growth parameters are in the normal range.

### 3.3. Cardiomyocyte Hypertrophy Is Not Induced with IR Injury, 4 Weeks Following Surgery

Cardiac hypertrophy after IR injury was assessed by measurement of organ size and CM area. Heart weight/body weight (HW/BW), 4 weeks post-surgery, in IR pigs was increased compared with sham-operated or unoperated pigs (Figure 3A). However, histological assessment of CMs showed that cross sectional area of individual CMs was unaltered between unoperated control, sham and IR pigs, as well as amongst three different zones of the left ventricular myocardium (Figure 3B,C). Thus, CMs were of a similar size in all 2 month old pigs heart assessed, with and without ischemic injury. This is further confirmed with no differences between unoperated, sham and IR pig hearts in mRNA expression of *NPPA* and *NPPB* genes, that are upregulated during cardiac hypertrophy (Figure 3D). No evidence of hypertrophic growth following injury was also corroborated with no change in the posterior wall thickness of the LV between sham and IR pigs, via echocardiography assessment (Table 2). Our results therefore show that following ischemia, heart weight slightly increases relative to body weight, however CM hypertrophy is not observed as indicated by multiple parameters.

### 3.4. Cardiomyocyte Cell Cycling Activity Is Unchanged Following P30 Ischemia/Reperfusion Cardiac Injury

In unoperated pigs at 2 months of age, mitotic activity as identified by phospho-histone H3 (pHH3)-positive nuclei, is apparent in CMs as they become multinucleated [12]. Similar cell cycling in multinucleated CMs was observed in sham-operated or IR hearts, as measured by immunohistochemical staining of pHH3 with CMs identified by cardiac troponin I (Figure 4A). Interestingly, multinucleated CMs with each individual nucleus stained positive for pHH3 were found in sham, IR, and unoperated control cohorts (Figure 4A). To determine CM mitotic index, pHH3-positive CMs were assessed in cross-section, in which one pHH3 positive nucleus is apparent per CM (Figure 4B). No difference between sham and IR pigs was shown for CM cell cycling activity (Figure 4C), or between myocardial zones, suggesting that IR cardiac injury does not cause a change in CM proliferation. Thus, cell cycling is active in a subset of 2 month old pig CM, as indicated by pHH3 reactivity in CM nuclei, however cell cycle activity was unchanged between sham-operated and IR pigs.

It is important to note that these hearts were collected 4 weeks following surgery so any immediate effect of injury on CM proliferative capacity would not be detected if transient. However, assessment of cell cycling 4 weeks post-surgery suggests there is not an overall change in CM proliferative activity following ischemic cardiac injury.

### 3.5. Vessel Density and Cell Death Are Unchanged Following P30 Ischemia/Reperfusion Cardiac Injury

Vascular density and cell death were assessed in the myocardium 4 weeks following injury as indicators of tissue damage and cardiac repair. Microvessel density, determined in lectin-DAB stained sections of the myocardium, was similar among unoperated control, sham-operated, and IR pigs at 2 months of age (Figure 5A,B). When the epicardial region was specifically assessed, there appeared to be a thickening of the epicardium with a lack of vascular density in both sham and IR pigs (Figure 5C). A high level of variability was seen within IR pigs in epicardial vascular density (Figure 5D), likely due to variable response to injury between individual pigs. Cell death, as assessed by TUNEL, was measured to determine whether or not cardiac injury had a damaging effect on cell survival. Cell death, 4 weeks following injury, was unchanged within the CM and non-CM region of the myocardium among unoperated control, sham-operated, and IR pigs (Figure 5E,F). Thus, IR in P30 pigs did not alter vascularity or myocardial cell death when assessed 4 weeks following injury.

### 3.6. The Immune Response Is Upregulated at 4 Weeks Following Cardiac Ischemic Injury

To determine the differential gene expression changes between sham-operated and IR pigs, myocardial RNA was analyzed by RNA-sequencing (RNA-seq). 

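Myocardial RNA from the scar zone and the border zone of 4 IR pigs and 4 sham-operated pigs was sequenced, giving 16 samples from 8 pigs. Each surgery group held 2 females and 2 males, and each pig gave 1 scar zone and 1 border zone sample. The pigs were operated on at 30 days of age, with 1 h of ischemia in the IR group, and the hearts were collected 4 weeks later. Polyadenylated RNA was made into stranded libraries. The authors trimmed the reads with Trimmomatic, aligned them with Hisat2 and estimated transcript abundance with Kallisto, which assigns reads to the transcripts of an index, here built from Ensembl pig cDNA sequences. They deposited estimated counts, and TPM values scaled for transcript length and depth, for 22629 genes, of which 15095 are listed by symbol and 7534 by Ensembl ID. The estimated counts summed to between 15427663 and 36509911 per sample in the IR scar zone (median 25923246) and to between 20725478 and 27088652 in the sham scar zone (median 24617629). In the border zone the totals were 17379477 to 49045206 in IR pigs (median 27343716) and 19701606 to 22160749 in sham pigs (median 20812612). All values given here start from the estimated counts or, where named, from TPM. Mitochondrially encoded genes took between 12.0% and 20.5% of the counts of a sample. A gene with 3 counts, the smallest number treated here as detected, corresponds to between 0.0612 and 0.194 CPM, the count relative to the library total, and this floor covers counting error only. The estimated counts were rounded to whole numbers and scaled by the TMM method of edgeR, which adjusts the library totals so that most genes do not differ between samples. Genes with too few counts were removed, leaving 14023 genes in the scar zone and 13728 in the border zone. IR and sham pigs were compared within each zone by the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment. The thresholds were those of the paper, a fold change of 2 and a p-value of 0.05, and the adjusted p-value was used unless the unadjusted one is named. The paper used RUVSeq, which estimates factors of unwanted variation, and its text does not name the control genes or the number of factors, so no such factor was included in the fit. The counts of genes depended on the test, the adjustment of the p-value, the fold change threshold and the filter on low counts.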

Of particular interest were the gene expression changes within the expected scar region in sham-operated versus IR pigs. Unbiased GO term analysis revealed that biological processes typically related to an immune response were upregulated within the IR scar zone versus a comparable area in sham pig myocardium (Figure 6A). Such upregulated terms consist of immune system processing, response, and regulation (including *CD69*, *CD72*, *CD86*, *CD209*, *IL10*, *IL18*, *IL18R1*), as well as cell surface receptor signaling pathways and response to stimuli (including *CXCL9*, *CXCL10*, *CXCL11*, *CXCR3*). These main GO terms of differential gene expression associated with immune response were restricted to the ‘scar’ zone, as relatively fewer differences were found within the border zone of sham versus IR pigs. Thus, the majority of RNA transcriptional changes associated with inflammation in IR pigs occur close to the site of injury.

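In the scar zone, the 14023 genes tested between 4 IR and 4 sham pigs gave 0 differentially expressed genes at the adjusted p-value, and the smallest adjusted p was 0.414 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p-value of at most 0.05 and a fold change of at least 2, 384 genes were higher and 86 were lower in IR pigs. Without the fold change threshold, 1572 genes had an unadjusted p-value of at most 0.05, against 701 that chance alone would give, and other divisions of the pigs gave up to 2802. The setting that moved the adjusted count most, a likelihood-ratio test with 1 factor of unwanted variation, was chosen after seeing the data and gave 104 higher and 50 lower genes. DESeq2 gave 37 higher and 15 lower genes. GO annotation was not used here, and a list of 269 immune genes was written in its place before the values were read. Of these, 228 had an entry in the tables and 197 were tested. None of the 197 was among the genes past the adjusted threshold, under the edgeR quasi-likelihood test or DESeq2. Of the 384 genes higher at the unadjusted p-value, 26 belonged to the immune list, and 0 of the 86 lower genes did (odds ratio 5.72, one-sided Fisher's exact test against all tested genes, p = 2.84e-11). Genes are not independent replicates, and 8 of the 35 ways of dividing the 8 pigs into 4 and 4, the real one included, gave a p as small. Without the genes *CD69*, *CD72*, *CD86*, *CD209*, *IL10*, *IL18*, *IL18R1*, *CXCL9*, *CXCL10*, *CXCL11* and *CXCR3*, 20 of the remaining 187 list genes were higher (Fisher's exact test, p = 2.05e-07). The median log2 fold change of the tested list genes was 0.51. Per pig, the mean log2 CPM over the list was 3.07 ± 0.51 in the IR scar zone and 2.52 ± 0.46 in the sham scar zone (SD, n = 4 pigs each), a difference of 0.55 that the spread between pigs covers (two-sided exact permutation test, p = 0.229, and 0.588 after Benjamini-Hochberg adjustment over 18 such comparisons). In this score, 2 of the 4 IR pigs lay above all sham pigs. From the GO terms enriched among the genes upregulated in the IR scar zone (Figure 6A) and from the fewer differences in the border zone, the paper concludes that the RNA changes associated with inflammation occur mostly close to the site of injury.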

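Of the 11 genes named, 10 had enough counts to be tested in the scar zone, and all 10 were higher in IR than in sham pigs, with log2 fold changes from 1.00 to 2.96. Their adjusted p-values lay between 0.438 and 0.497 over all genes tested, and between 0.0640 and 0.105 when adjusted over these 10 genes alone (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). At the unadjusted p-value, *CD86*, *CD209*, *IL10*, *CXCL10*, *CXCL11* and *CXCR3* passed both thresholds, which makes 6 genes. *CD86* was at 17.4 ± 8.23 CPM in the IR scar zone and 8.15 ± 2.49 CPM in the sham scar zone (SD, n = 4 pigs each), and the values of the IR and sham pigs did not overlap (two-sided exact permutation test on log2 CPM, p = 0.0286, the smallest that 4 pigs against 4 allow). Its log2 fold change was 1.09 (standard error 0.35) and stayed between 0.78 and 1.26 with each pig left out in turn. *CXCL10* was at 87.7 ± 103 CPM in IR and 20.5 ± 6.76 CPM in sham pigs (SD, n = 4; exact permutation test, p = 0.0857), with a log2 fold change of 2.09 (standard error 0.69). The IR mean of *CXCL10* rested largely on pig 11, at 241 CPM, and without that pig or another the log2 fold change ranged from 0.83 to 2.40. *CXCR3*, the receptor of the CXCL9, CXCL10 and CXCL11 chemokines, was at 6.75 ± 5.02 CPM in IR and 1.64 ± 1.27 CPM in sham pigs, a log2 fold change of 2.01 (standard error 0.73). *CD209* had the highest log2 fold change of the 10 genes, 2.96 (standard error 1.23), but its values were 36.8 and 66.4 CPM in the male IR pigs and 0.953 and 2.37 CPM in the female IR pigs, against 0.345 to 7.32 CPM in sham pigs (exact permutation test, p = 0.286). *CD69* had between 1 and 31 estimated counts per sample over both zones and was removed by the filter on low counts. Tested without that filter, its log2 fold change was 1.25 (standard error 0.56, adjusted p = 0.467 from edgeR with Benjamini-Hochberg adjustment).

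**Figure D1:**
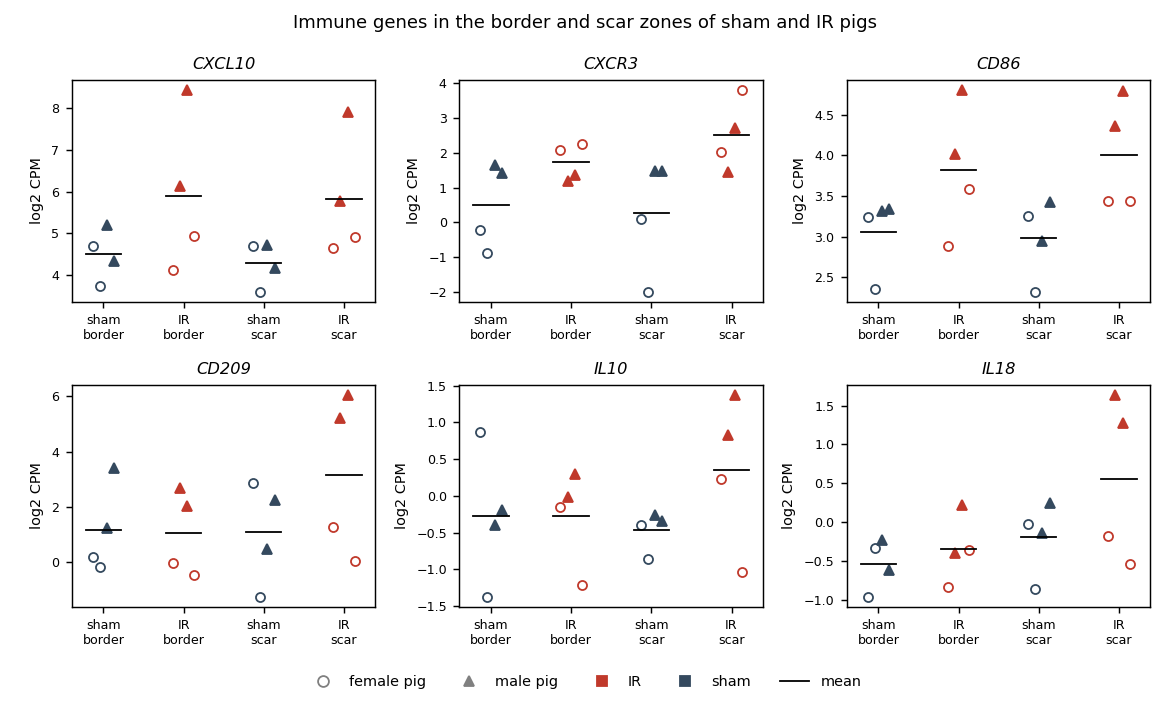
Expression of *CXCL10*, *CXCR3*, *CD86*, *CD209*, *IL10* and *IL18* as log2 CPM (vertical axes, scaled per gene) in the border and scar zones of sham and IR pigs, with 1 point per pig, circles for females, triangles for males and a bar for the mean of 4 pigs. In the scar zone the mean is higher in IR than in sham pigs for all 6 genes, and only the *CD86* values of IR and sham pigs do not overlap.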

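In the border zone, 13728 genes were tested, 0 passed the adjusted threshold, and the smallest adjusted p was 0.497 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Before adjustment, 71 genes were higher and 38 were lower in IR pigs at the same thresholds. Without the fold change threshold there were 519, fewer than the 686 that chance alone would give. Immune list genes made up 7 of the 71 higher genes and 0 of the 38 lower genes, out of 192 list genes tested (odds ratio 7.96, one-sided Fisher's exact test, p = 5.86e-05). As many as 20 of the 35 divisions of the pigs into 4 and 4 gave a p as small, and with limma on log2(TPM + 1) 0 list genes were higher (Fisher's exact test, p = 1). Of the 10 named genes tested in the border zone, 8 were higher in IR pigs, with log2 fold changes from -0.28 to 2.28 over the 10 genes. Both *CXCL10* and *CD86* had an unadjusted p-value below 0.05 there, and only *CXCL10* also reached a fold change of 2, at 116 ± 155 CPM in IR and 24.0 ± 9.98 CPM in sham pigs (SD, n = 4; two-sided exact permutation test, p = 0.2). A difference between zones was tested as the IR effect in the scar zone minus the IR effect in the border zone, over all 16 samples. This gave 0 genes at the adjusted p-value among the 14278 tested, with or without the pig as a replicate block, against 217 with and 196 without the block at the unadjusted p-value. Both zones of a pig deviated from their group means together, with a mean correlation across 11964 genes of 0.547 within IR pigs and 0.635 within sham pigs, so values with the pig as a block are given beside those without. Among the genes found before adjustment, 3 immune list genes had a larger IR effect in the scar zone without the block (Fisher's exact test, p = 0.502) and 6 with the replicate block (Fisher's exact test, p = 0.0637). For *CXCL10* the difference of the log2 fold changes between zones was -0.17 without and 0.09 with the block. For *CD209* it was 3.24 without the block (edgeR adjusted p = 1.00) and 2.76 with it (edgeR adjusted p = 0.702). Within each pig, the mean log2 CPM over the immune list differed between scar and border zone by 0.24 ± 0.18 in IR pigs and -0.05 ± 0.17 in sham pigs (SD, n = 4; exact permutation test, p = 0.0571, and 0.514 after Benjamini-Hochberg adjustment over 18 comparisons). In this within-pig difference, 3 of the 4 IR pigs lay above all sham pigs.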

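Over all genes, the direct test of a difference of the IR effect between zones gave 189 genes with a larger and 7 with a smaller effect in the scar zone at the unadjusted p-value and a fold change of 2. With the pig as a replicate block these counts were 199 and 18. In 9 of the 35 divisions of the pigs into 4 and 4 as many genes were found, without the block and also with it. The smallest adjusted p with the block was 0.702 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Genes past the unadjusted threshold in both zones numbered 42 higher and 15 lower in IR pigs. Of the genes higher in the IR scar zone, 333 were also tested in the border zone, and 80.8% of these had a positive log2 fold change there. The log2 fold changes of both zones had a Pearson correlation of 0.543 across 13682 genes, which are not independent replicates, and the samples of both zones come from the same pigs. Comparing the zones directly, the scar zone of IR pigs had 239 genes higher and 11 lower than their border zone at the unadjusted p-value, or 213 and 20 with the replicate block. The same comparison in sham pigs gave 4 higher and 10 lower genes, or 11 and 17 with the block. At the adjusted p-value, both comparisons gave 0 genes with and without the block.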

Immunohistochemical staining for CD45+ immune cells (all leucocytes) confirmed an upregulation of the immune response IR pigs compared with sham pigs, both within the myocardium and at the epicardial surface (Figure 6B–D). Following histological analysis 4 weeks following cardiac ischemic injury, increased numbers of CD45+ immune cells were found within the posterior remote region in IR pigs compared with the anterior of the heart close to the site of injury. Overall, RNA-seq and histological analysis shows increased immune response and presence of CD45+ cells 4 weeks following IR cardiac injury.

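CD45 is encoded by *PTPRC*. Its RNA was at 38.4 ± 12.4 CPM in the IR scar zone and 28.5 ± 12.9 CPM in the sham scar zone (SD, n = 4 pigs each; two-sided exact permutation test on log2 CPM, p = 0.371). The log2 fold change was 0.43 (standard error 0.37, adjusted p = 0.633 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 0.15 and 0.64 with each pig left out in turn. Border zone *PTPRC* was at 36.9 ± 16.3 CPM in IR and 28.1 ± 13.6 CPM in sham pigs, a log2 fold change of 0.39 (standard error 0.37; exact permutation test, p = 0.457). In neither zone did the difference in *PTPRC* stand out from the spread between pigs. These values are RNA of whole scar and border zone pieces from 4 pigs per group. The paper counted stained cells, also in the remote zone, which was not sequenced, so the RNA does not test its staining result.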

### 3.7. Myocardial Scarring Is Apparent 4 Weeks Following IR Cardiac Injury in P30 Pigs

To determine whether cardiac ischemic injury at P30 resulted in scar formation, myocardial samples were assessed for gene expression levels of ECM related genes as well as histological staining. 

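A list of 212 genes of the extracellular matrix (ECM) and its remodeling was fixed in the same way as the immune list, and 184 had an entry in the tables and 167 were tested in the scar zone. Of these, 50 were among the genes higher in IR pigs at the unadjusted p-value and 0 among the lower genes (odds ratio 17.3, one-sided Fisher's exact test, p = 2.24e-38). In 8 of the 35 divisions of the pigs into 4 and 4, the real one included, the p was as small. No ECM gene passed the adjusted threshold with the edgeR quasi-likelihood test, whereas 9 did with DESeq2 (Fisher's exact test, p = 3.63e-10). Only 1 of 162 ECM genes was higher in the border zone at the unadjusted p-value (Fisher's exact test, p = 0.570). Of 26 collagen genes tested in the scar zone, 21 had a positive log2 fold change and 9 passed the unadjusted threshold. *COL1A1*, which encodes a chain of type I collagen, was at 4398 ± 4020 CPM in the IR scar zone and 1124 ± 234 CPM in the sham scar zone (SD, n = 4 pigs each; two-sided exact permutation test on log2 CPM, p = 0.171). Its log2 fold change was 1.96 (standard error 0.64, adjusted p = 0.438 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), with a range of 1.25 to 2.29 when each pig was left out in turn. The male IR pigs were at 5653 and 9530 CPM and the female IR pigs at 904 and 1505 CPM, while sham pigs lay between 908 and 1413 CPM. Over 8 ECM genes named beforehand, *COL1A1*, *COL1A2*, *COL3A1*, *COL5A1*, *POSTN*, *FN1*, *LOX* and *TIMP1*, the log2 fold changes were 0.76 to 1.96 in the scar zone and -0.03 to 0.20 in the border zone. Adjusted over these 8 genes alone, 6 had p of at most 0.05 in the scar zone (edgeR with Benjamini-Hochberg adjustment, 0.0370 to 0.0970), and adjusted over the 26 collagen genes 3 did (edgeR, smallest 0.0395). Adjusted over all 23 named genes tested, 0 passed, and these 8 lay between 0.0552 and 0.121 (edgeR with Benjamini-Hochberg adjustment). Exact permutation tests of the same 8 genes gave p from 0.0571 to 0.429. The difference of the *COL1A1* log2 fold changes between zones was 1.84 (edgeR adjusted p = 1.00), or 1.35 with the pig as a replicate block (edgeR adjusted p = 0.702). As many as 29 ECM genes had, at the unadjusted p-value, a larger IR effect in the scar than in the border zone (Fisher's exact test, p = 2.36e-24), and 15 had one with the replicate block (Fisher's exact test, p = 1.27e-08). However, 13 of the 35 divisions of the pigs gave a p as small, and 9 did with the block. Within each pig, the ECM list differed between scar and border zone by 0.64 ± 0.76 in IR and 0.11 ± 0.21 in sham pigs (SD, n = 4; exact permutation test, p = 0.314). The mean log2 CPM over the ECM list was 5.57 ± 0.68 in the IR scar zone and 4.98 ± 0.03 in the sham scar zone (SD, n = 4; exact permutation test, p = 0.143, and 0.514 after Benjamini-Hochberg adjustment over 18 comparisons), with 3 IR pigs above and 1 below all sham pigs.

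**Figure D2:**
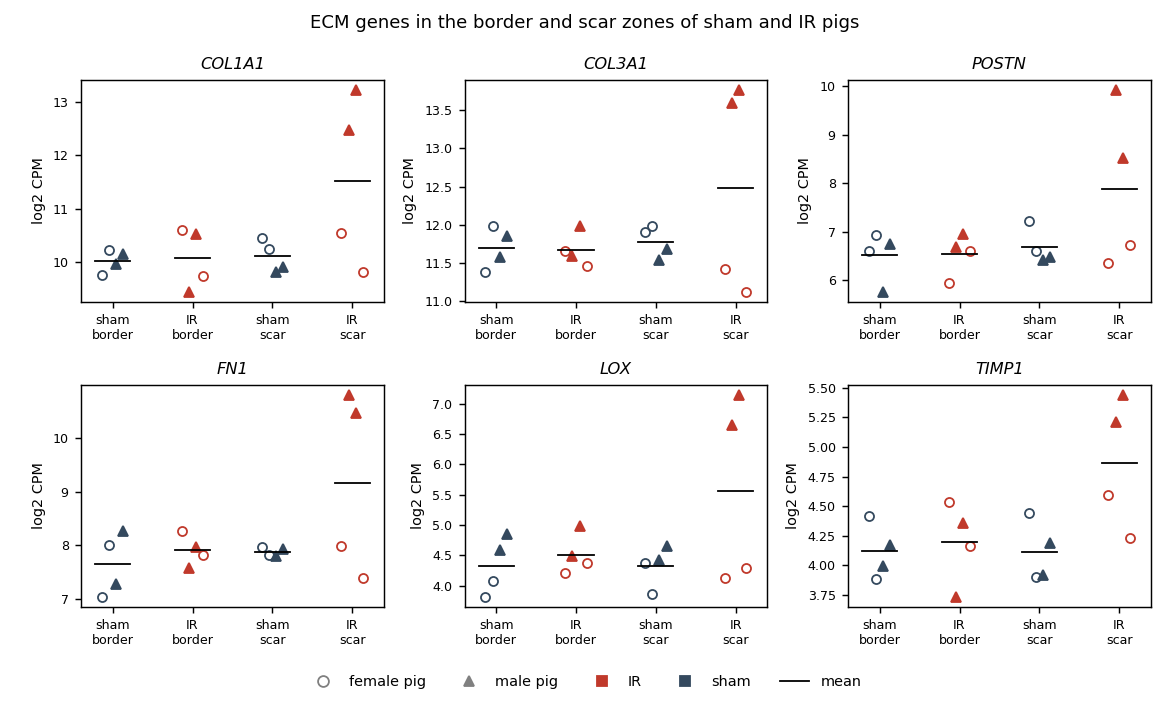
Expression of *COL1A1*, *COL3A1*, *POSTN*, *FN1*, *LOX* and *TIMP1* as log2 CPM (vertical axes, scaled per gene) in the border and scar zones of sham and IR pigs, with 1 point per pig, circles for females, triangles for males and a bar for the mean of 4 pigs. *COL1A1* is at 5653 and 9530 CPM in the scar zone of the male IR pigs and at or below 1505 CPM in that of the female IR pigs.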

From RNA-seq, unbiased GO term analysis revealed that the cellular components associated with ECM regulation were upregulated in IR scar versus sham scar zone tissue (Figure 7A).

Scar formation and collagen remodeling were assessed after IR injury. Histological analysis of fibrillar collagen by Masson’s trichrome staining scar zones in all pigs demonstrated an obvious scar at the epicardial region in IR pigs, that was not observed in sham-operated animals (Figure 7B). When multiple images per zone of the myocardium were stained for collagen deposition, collagen accumulation was increased by >5-fold in the scar and border zone of IR pig hearts, compared to unoperated 2 month old control pigs (Figure 7D). As expected, the remote zone of IR pigs showed less collagen deposition than the scar and border zones. The most prominent scarring was obvious at the epicardial region of the myocardium, thus, when this area was quantified, there was an increase in collagen deposition in IR pigs versus sham (Figure 7E). As expected, the remote zone had less collagen deposition than the epicardial region, consistent with greater myocardial injury in the anterior region of the heart proximal to the LAD occlusion. Although not significant, trending increases in collagen deposition in sham-operated animals (Figure 7D,E) may be indicative of mild cardiac injury during the process of opening the chest cavity and placing a suture in the myocardium (without occlusion). However, large regions of collagen deposition at the site of injury were only observed in animals subjected to IR.

Immunohistochemical staining for collagen hybridizing peptide (Helix3), for detection of remodeling collagen, illustrated a similar obvious scar formation in IR pigs versus sham (Figure 7C,F). Again, the greatest change in ECM response between sham and IR pigs, as indicated by remodeling collagen, was apparent in the epicardial region of the myocardium (Figure 7G). 2 month old unoperated control pigs showed a variable level of remodeling collagen, hence no significant differences between this cohort and the surgical groups were observed. Taken together, IR injury via LAD occlusion in P30 pigs creates obvious scar generation with ECM remodeling at 4 weeks post-IR. This is most apparent at the area closest to the occlusion site predominant on the epicardial surface.

## 4. Discussion

While there is extensive information available on postnatal heart development and regenerative potential after injury in rodents [2,8,9,10,11], much less is known about cardiac repair and regeneration in large mammals, including humans [1]. Here, we report cardiac repair related to scar formation following transient ischemia/reperfusion injury in P30 pigs. We demonstrate that P30 pigs lack the capacity of cardiac regeneration through production of new CMs following IR, despite detectable mitotic activity in a subset of CMs at this stage [12]. Myocardial damage is evident immediately following IR injury, with a decrease in cardiac function detected 2 h after injury, that does not improve or worsen over the 4 week study period. While cell cycling in multinucleated CMs is evident in unoperated, sham-operated, and IR pigs at 2 months of age, CM cell cycle activity is not increased 1 month post-injury. Cardiac repair is evident in the pigs subjected to IR with increased inflammation and the formation of a localized scar in the epicardial region proximal to the region of ischemic injury. This study therefore demonstrates that transient ischemic injury in the hearts of young swine leads to decreased cardiac function and increased scarring, but not increased proliferation of CMs.

The temporary occlusion of the LAD, immediately distal to the second diagonal branch, results in a significant decrease in cardiac function, as measured by ejection fraction and fractional shortening 2 h after surgery. Such a decrease in function is similar to previously reported swine models of LAD ligation and permanent myocardial infarction (MI) [3,4,23,24,25,26,27,28]. The decreased cardiac function after transient IR was then maintained to 4 weeks post-injury, with no obvious morbidity or mortality beyond the day of the surgery. In an adult pig model of IR, ejection fraction is maintained at a comparable decreased level from baseline to 2 months post-surgery [26]. By 3 months post-IR there is a further decrease in cardiac function, alongside CM hypertrophy, suggesting heart failure progression in adult pigs. In contrast, IR injury in P30 pigs did not lead to changes in chamber wall morphology or CM cross sectional area, suggesting a lack of pathologic cardiac hypertrophy 4 weeks following surgery. This transient cardiac injury model therefore is effective in showing that even a mild injury (1 h of ischemia) can lead to decreased cardiac function, which does not worsen over time, in addition to a cardiac healing response apparent in inflammation and scarring.

When assessed at 2 months of age, sham-operated and IR pigs showed evidence of mitotic activity (pHH3 expression) and ongoing multinucleation in approximately 0.35% of CMs. This confirms findings from our lab that show low, but detectable, CM mitotic activity in a subset of CMs at 2 months of age [12]. In mice, CMs undergo binucleation, cell cycle arrest, and lose their capacity to regenerate approximately 1 week after birth [2,7,29]. A previous study of neonatal pigs demonstrated a similar loss of regenerative response after P3 following a more severe cardiac injury by permanent MI [3,4]. Here we show that a milder transient cardiac ischemic injury at P30 also does not lead to increased CM cell cycling 4 weeks following surgery, even though a low percentage of mitotic CM nuclei were detected at the time of injury. Taken together, the CM mitotic activity in young swine during multinucleation is not sufficient to produce cardiac regeneration beyond a few days after birth, similar to what has been reported for rodents.

The cardiac injury response in young swine after the postnatal period includes inflammation and scarring. Young pigs after cardiac injury produce an immune response to initiate cardiac healing and subsequent ECM remodeling, as has been observed in older large and small mammals [3,4,30,31]. With transient ischemic injury in P30 pigs, we observed increased inflammation throughout the heart with localized ECM upregulation and thickening of the epicardial collagen matrix at the site of injury. Similar epicardial activation and thickening has been observed in adult mice and humans after cardiac ischemic injury that may be part of the mammalian cardiac injury response [32,33]. Here we show that a mild transient ischemic injury at P30 in pigs also leads to localized scarring at the site of injury. Of note, the process of opening the chest and placing a suture (with no occlusion), as in sham pigs, creates a degree of surgery-associated injury response similar to IR pigs. In contrast to permanent MI after P3, the scar generated in pigs with transient IR at P30 did not span the entire myocardium, however, the milder injury resulted in a small regional scar in hearts with reduced EF observed within 2 h post-IR. The ischemic damage to the myocardium does not recover after injury and is likely to be the major contributor to prolonged reduced cardiac output. In addition, scar generation and ECM remodeling apparent after cardiac injury may be inhibiting any reparative/regenerative response to cardiac injury beyond the postnatal period in mammals.

Together with previous reports utilizing a permanent cardiac injury model [3,4], here our transient ischemic model demonstrates inflammation and scarring, not CM renewal in young pigs, despite presence of mitotic activity in a subset of CM. Any potential of cardiac regeneration in young large mammals may be hindered by scar development in the injured heart, rather than cell cycle withdrawal and binucleation as previously suggested [3,34]. Loss of cardiac regenerative capacity has been linked to oxidative stress at birth, ECM maturation, and infiltration of macrophages in addition to CM cell cycle exit [2,3,4,35,36]. Further understanding the factors which inhibit regeneration in the developing pig will add to the current limited knowledge on mechanistic regulation of cardiac repair following injury in young large mammals. This improved knowledge, through use of models as described in this study, may aid in identifying mechanisms to test reactivation and promotion of heart regeneration in adults. However, translation of pig models to humans in regards to identifying cardiac therapeutics focused purely on CM proliferative reactivation must proceed with caution. Differences in the cell biology of CM between species will likely limit the use of pigs in pre-clinical studies.

## Figures and Tables

**Figure 1:**
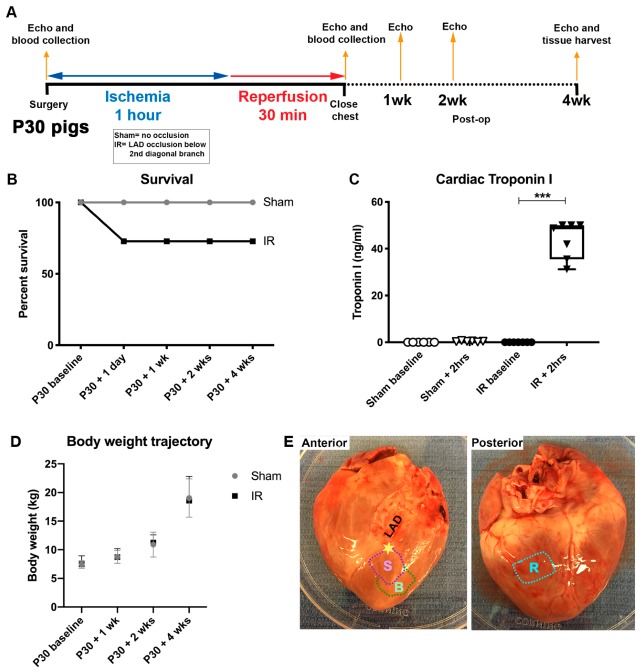
Cardiac ischemia/reperfusion injury assessment in P30 pigs. Schematic representation (**A**) of P30 pig ischemia/reperfusion (IR) procedure. Ischemia was induced for 1 h by occlusion of the left anterior descending artery (LAD) just distal to the second diagonal branch. Pigs were monitored for 30 min prior to closing the chest. Weekly/biweekly echocardiography (echo) assessments were undertaken up until tissue harvest at 4 weeks post-surgery. (**B**) Survival shown as a percent of the whole cohort in sham and IR pigs was assessed at regular intervals over the course of the study. (**C**) Cardiac Troponin I (ng/mL) was measured from blood plasma at baseline and 2 h following the initiation of ischemia or sham surgeries, to assess the extent of cardiac injury. (**D**) Body weights (kg) were measured prior to surgery, and then at regular time points post-surgery to assess growth trajectories of sham-operated and IR pigs over the 4 week study. (**E**) Image of a representative heart at 4 week tissue harvest, showing anticipated scar zone (S) and border zone (B) in relation to the occlusion site (represented as a star) just below the second diagonal branch of the LAD, and remote zone (R) taken from the posterior left ventricle. Data are mean ± SD. Two-way ANOVA with Tukey post-hoc analysis (**B**,**D**) and Kruskal–Wallis test with Dunn’s post-hoc analysis (**C**) were performed as appropriate, *** *p* < 0.001, n = 6–7/group Troponin I, n = 8/group body weight.

**Figure 2:**
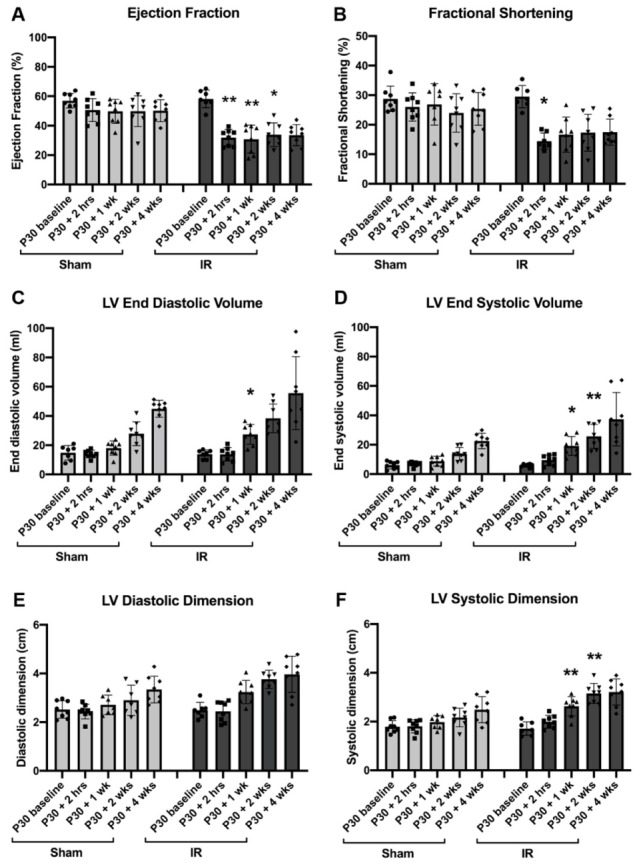
Cardiac function decreases at 2 h post-ischemia/reperfusion (IR) injury, but does not decline up to 2 months of age. Echocardiography analysis of sham-operated and IR pigs measured prior to surgery (P30 baseline), 2 h following the start of ischemia (or sham equivalent), 1 week, 2 weeks, and 4 weeks following surgery. (**A**) Ejection fraction (%), (**B**) fractional shortening (%), (**C**) left ventricular (LV) end diastolic volume (mL), (**D**) LV end systolic volume (mL), (**E**) LV diastolic dimension (cm) and (**F**) LV systolic dimension (cm). Data are mean ± SD. Mixed effect ANOVA analysis with Bonferroni’s post-hoc test * *p* < 0.05, ** *p* < 0.01 vs. same time point in sham, n = 8/group.

**Figure 3:**
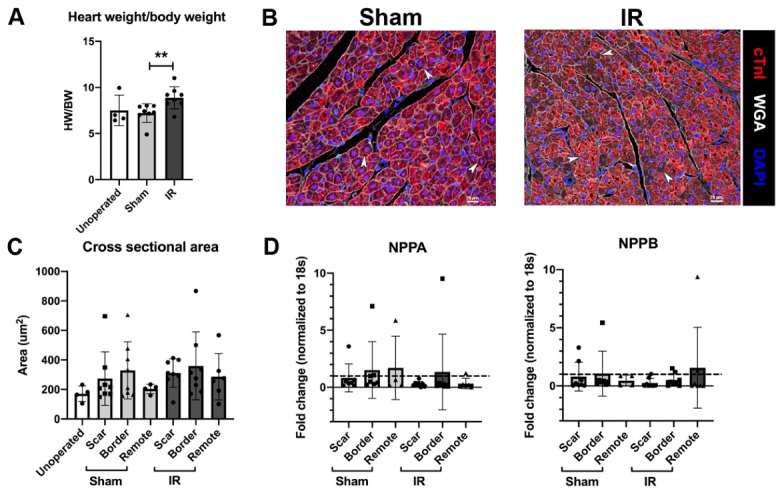
Cardiomyocytes (CMs) do not show hypertrophic growth 4 weeks after ischemia/reperfusion (IR) injury. (**A**) Heart weight corrected for body weight assessment in unoperated 2 month old controls, sham-operated and IR pigs at tissue harvest. (**B**) Representative myocardial scar region sections stained with cardiac Troponin I (cTnI, red), DAPI (blue) and wheat germ agglutinin (WGA, white), used for assessing cardiomyocyte cross sectional area (CSA), with arrowheads indicating examples of CM with central nuclei used for counting. (**C**) Quantification of CM CSA 4 weeks following surgery in unoperated controls, sham-operated and IR pigs divided into zonal regions: scar, border and remote. RT-qPCR for genes upregulated during cardiac hypertrophy (**D**) *NPPA* and *NPPB* mRNA in sham and IR pigs, with separated zones, normalized to *18S* and shown relative to unoperated 2 month control myocardial mRNA (dashed line). Data are mean ± SD. Mann–Whitney test (**A**) ** *p* < 0.01, 2-way ANOVA with Tukey post-hoc analysis (**C**,**D**; NS), n = 4–8/group. Scale bar = 20 µm.

**Figure 4:**
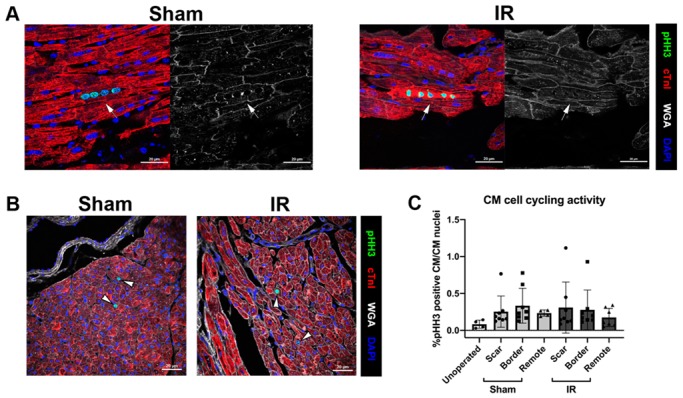
Cardiomyocytes (CMs) are multinucleated with cell cycling similar between sham and IR pigs at 4 weeks post cardiac surgery. (**A**) Immunohistochemistry of sham and IR scar regions of left ventricular myocardium at 2 months of age shown in the longitudinal orientation, highlighting multinucleation, as depicted by cardiac Troponin I (cTnI, red) in combination with DAPI (blue) with wheat germ agglutinin (WGA, white). In individual CMs with cell cycling activity, multiple nuclei show pHH3 immunoreactivity (green), indicated by the arrow. (**B**) Representative cross-section images of CM cell cycling in sham and IR (scar zones) pigs used for counting are shown with pHH3-positive CM nuclei indicated by white arrowheads. (**C**) Quantitation of %pHH3-positive CM, relative to total CM nuclei identified by cTnI+DAPI in unoperated control, sham, and IR pigs (three zones). Data are mean ± SD, analyzed by 2-way ANOVA with Tukey post-hoc analysis (C; NS). n = 4–8/group. Scale bar = 20 µm.

**Figure 5:**
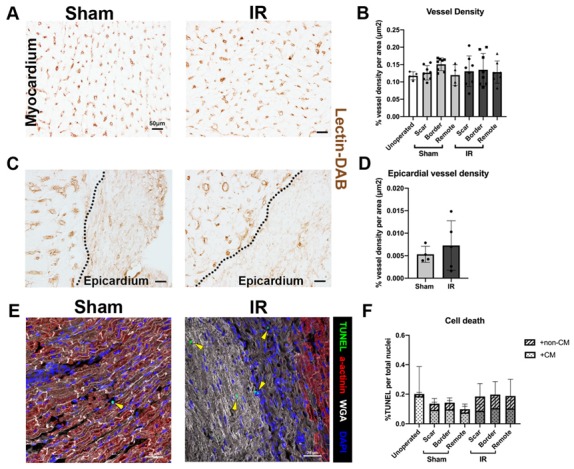
Vascular density and cell death are similar between sham and IR pigs at 4 weeks post-cardiac surgery. (**A**) Representative images of lectin-DAB stained microvessels in sham and IR myocardium (scar zone), with (**B**) quantification of unoperated control, sham, and IR (scar, border, and remote zones) pig vascular density, represented as % vessel density (lectin-DAB staining) per tissue area (μm^2^). (**C**) Epicardial regions of the hearts were stained for lectin-DAB to assess vascular changes within the region of most scar formation and (**D**) quantified in sham and IR pig scar zones. Dotted line represents edge of myocardium. (**E**) Representative images of cell death, as indicated by immunohistochemical TUNEL staining (green) with sarcomeric α-actinin (red) stained CM (yellow arrow heads, non-CM TUNEL positive cells), in sham and IR pigs (scar zones). (**F**) Quantitation of cell death in unoperated, sham, and IR (scar, border, and remote zones), expressed as a percentage of TUNEL positive cells per total nuclei (DAPI) and split based on the CM area (nuclei within cTnI positive region) and non-CM area (nuclei within cTnI negative region). Data are mean ± SD. Two-way ANOVA with Tukey post-hoc analysis (**B**,**F**) or Mann–Whitney tests (**D**) were performed as appropriate with no significant differences detected. n = 4–8/group. Scale bar = 50 μm (**A**,**C**), 20 μm (**E**).

**Figure 6:**
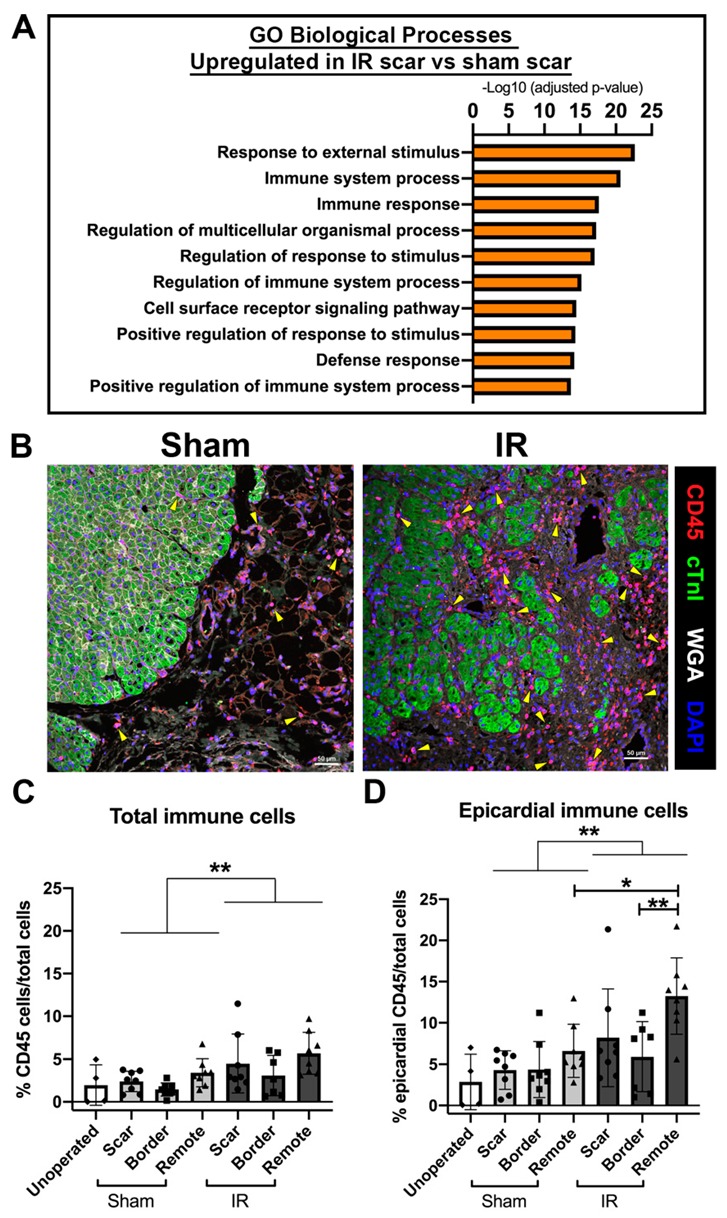
**The immune response is upregulated in the scar region of IR pigs 4 weeks following ischemic cardiac injury.** RNA-sequencing was undertaken on total RNA from sham and IR scar zones. (**A**) Unbiased gene ontology enrichments for biological processes that are upregulated in IR versus sham-operated pigs within the scar zone highlights an immune response to injury, n = 4 per group. (**B**) Representative images of sham-operated and IR scar regions (at the epicardial region with immunofluorescence for CD45-positive immune cells (red) alongside myocardium (cTnI, green), wheat germ agglutinin (WGA, white) and nuclei (DAPI, blue). Yellow arrowheads represent examples of CD45-positive immune cells. (**C**) Quantification of average myocardial immune cell expression, as indicated by CD45 immunohistochemistry (measured as a percentage of total cell nuclei) at 2 months of age across all zones of sham and IR pigs, as well as unoperated control myocardial tissue sections. (**D**) The epicardial region (as depicted in (**B**)) of each zone was also quantified (similar to (**C**)), as this was the area of most prominent scar formation proximal to the LAD ligation. Data are mean ± SD. Two-way ANOVA analysis (** *p* < 0.01) with Tukey post-hoc analysis, * *p* < 0.05, ** *p* < 0.01 n = 4–8/group. Scale bar = 50 μm.

**Figure 7:**
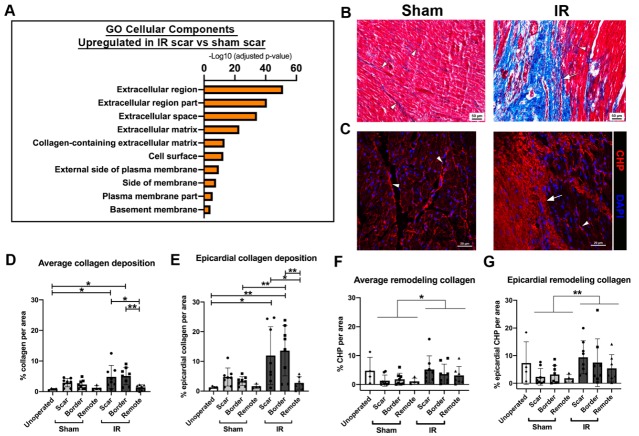
Scar formation is evident at 4 weeks post-surgery in ischemia/reperfusion (IR) pigs. RNA-sequencing was undertaken on total RNA from sham and IR scar zones. (**A**) Unbiased gene ontology enrichments for cellular components that are upregulated in IR versus sham-operated pigs, within the scar zone, showing ECM gene expression changes in response to injury. (**B**) Representative Masson’s trichrome staining (myocardium = pink, collagen = blue), in sham-operated and IR scar region sections. The arrow depicts obvious scar formation in IR pigs, with arrowheads showing interstitial collagen in sham-operated and IR myocardial sections. (**C**) Representative images in sham and IR scar zone of immunohistochemistry for collagen hybridizing peptide (CHP, Helix3), marking remodeling collagen (red) alongside DAPI for nuclei (blue). The arrow depicts dense scar area, with arrowheads indicating interstitial remodeling collagen (red). (**D**) Quantification of average collagen deposition as indicated by Masson’s trichrome staining at 2 months of age across all zones of sham and IR pigs, as well as unoperated control myocardial tissue sections. Collagen (blue staining) was measured relative to tissue area (μm^2^) and displayed as a percentage. (**E**) The epicardial region of each zone was also quantified (similar to (**D**)), as this was the area of most prominent scar formation proximal to the LAD ligation. (**F**) Quantification of average CHP deposition at 2 months of age across all 3 zones of sham and IR pigs, as well as unoperated control myocardial tissue sections. CHP (red) was measured relative to tissue area (μm^2^) and displayed as a percentage. (**G**) The area of CHP reactivity per total area in the epicardial region of each zone was also quantified. Data are mean ± SD. Two-way ANOVA analysis with Tukey post-hoc analysis, * *p* < 0.05, ** *p* < 0.01 n = 4–8/group. Scale bar = 50 μm (**B**), 20 μm (**C**).

**Table 1:** Porcine primer sequences used for RT-qPCR analysis of pig myocardial mRNA normalized to *18S* ribosomal RNA.

RNA	Sequence 5′-3′	
	Forward	Reverse
*18S*	AATTCCGATAACGAACGAGACT	GGACATCTAAGGGCATCACAG
*NPPA*	TGAACCCAGCCCAGAGAGAT	CAGTCCACTCTGTGCTCCAA
*NPPB*	GTTGCTGCTAGGATGCCGTT	TACCTCCTGAGCACATTGCAGC

**Table 2:** Tissue doppler echocardiography measurements of P30 pigs subjected to sham or ischemia/reperfusion (IR) surgery, measured at baseline (prior to surgery), 2 h, 1 week, 2 weeks, and 4 weeks after surgery in 2D four-chamber and M-mode images.

Parameter	Surgery	P30 Baseline	P30 + 2 h	P30 + 1 Week	P30 + 2 Weeks	P30 + 4 Weeks
Ventricular Septum Diastolic Thickness (cm)	Sham #	0.43 ± 0.04	0.41 ± 0.09	0.51 ± 0.12	0.59 ± 0.07	0.59 ± 0.12
	IR	0.48 ± 0.10	0.43 ± 0.06	0.47 ± 0.20	0.55 ± 0.07	0.58 ± 0.14
Ventricular Septum Systolic Thickness (cm)	Sham	0.70 ± 0.15	0.61 ± 0.15	0.76 ± 0.10	0.93 ± 0.14	0.90 ± 0.27
	IR	0.79 ± 0.14	0.53 ± 0.06	0.72 ± 0.24	0.70 ± 0.15	0.76 ± 0.26
LV Posterior Wall Diastolic Thickness (cm)	Sham	0.44 ± 0.06	0.47 ± 0.03	0.46 ± 0.08	0.56 ± 0.09	0.56 ± 0.09
	IR	0.42 ± 0.04	0.44 ± 0.06	0.47 ± 0.11	0.55 ± 0.14	0.55 ± 0.17
LV Posterior Wall Systolic Thickness (cm)	Sham	0.62 ± 0.10	0.66 ± 0.07	0.74 ± 0.08	0.80 ± 0.10	0.88 ± 0.13
	IR	0.67 ± 0.10	0.68 ± 0.11	0.75 ± 0.18	0.81 ± 0.21	0.88 ± 0.20
Stroke Volume (mL)	Sham	8.27 ± 2.86	7.14 ± 1.70	9.21 ± 2.44	14.09 ± 5.70	22.35 ± 3.38
	IR	8.16 ± 2.23	4.27 ± 1.38 **	8.23 ± 2.69	12.66 ± 3.14	18.24 ± 8.09
Heart Rate (bpm)	Sham	145.28 ± 20.46	107.22 ± 10.05	177.50 ± 20.84	147.44 ± 27.85	131.11 ± 10.59
	IR	149.72 ± 28.44	126.52 ± 34.15	183.71 ± 27.90	171.14 ± 13.37 *	147.62 ± 18.11

**#** Data are shown as mean ± SD, with mixed-effect ANOVA model with post-hoc Bonferroni tests * *p* < 0.05, ** *p* < 0.01 vs sham surgery at equivalent time. All parameters shown are significantly different over time as the pigs age (via mixed effect model analysis for repeated measures, thickness parameters *p* < 0.01, stroke volume and heart rate *p* < 0.0001). n = 4–8/group.

How the deposited data were processed for this re-analysis (not part of the article)

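RNA was measured in the scar zone and the border zone of 4 IR and 4 sham-operated pigs, 16 samples in all, with 2 females and 2 males in each group of 4. The surgery, zone, sex and pig of every sample were taken from the sample labels, and the group sizes are those of the paper. The authors sequenced polyadenylated RNA, trimmed the reads with Trimmomatic, aligned them to the pig genome with Hisat2 and quantified transcripts with Kallisto on an index of Ensembl pig cDNA sequences. The paper's text names no version of these tools and no genome build.

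The authors deposited estimated counts, which Kallisto gives as sums of partial assignments of reads to transcripts, without scaling for depth. A second table deposited by the authors holds TPM, the same estimates scaled for transcript length and depth. Both tables have a line for each of 22629 genes, 15095 by symbol and 7534 by Ensembl ID, and no name is repeated. Of the symbols, 14209 matched the Sscrofa11.1 gene table, and 0 of the Ensembl IDs did, so genes listed by Ensembl ID are left without a name. The 23 highest estimated counts reach 4480000, and 17 of them are written with 3 significant digits, so the highest values are rounded. Reads shared between near-identical genes are divided by Kallisto, and values of such genes depend on that division. The samples had Pearson correlations of log2 CPM between 0.907 and 0.994, and no 2 samples held identical values.

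Estimated counts summed to between 15427663 and 49045206 per sample, with a median of 21822696. At these totals, 3 counts correspond to between 0.0612 and 0.194 CPM. Low genes such as *CD69* are therefore measured with few counts.

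The estimated counts were rounded to whole numbers for the tests. In R 4.3.3, edgeR 4.0.16 was used with TMM scaling, the filterByExpr filter (minimum count 10, minimum total count 15) and the quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested. A gene was called differentially expressed at an adjusted p-value of at most 0.05 and a fold change of at least 2, since the paper gives an adjusted p-value and a p-value as its threshold. The same counts at the unadjusted p-value are given beside. CPM values are scaled by TMM over all samples, and log2 CPM uses a prior count of 2. Exact permutation tests compared log2 CPM of 4 pigs against 4, two-sided, where the smallest p is 0.0286.

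Comparisons were IR against sham pigs in the scar zone and in the border zone, the difference of the IR effect between zones over all 16 samples, and scar against border zone within IR pigs and within sham pigs. The replicate number is the pig, so the pairing is that of the scar and border zone samples of the same animal. Tests across zones were run without and with the pig as a replicate block. Gene lists written by hand (immune, ECM, cardiomyocyte, cell cycle, endothelial and basement membrane genes) took the place of GO annotation and ToppFun, which were not used here, so the enrichments of Figure 6A and Figure 7A were not recomputed. Lists were tested with Fisher's exact test, one-sided, against all genes tested, and as the mean log2 CPM over the list in each sample.

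Genes named singly are the 11 immune genes the paper names and markers of leucocytes, ECM, cell cycle, hypertrophy and sex fixed beforehand, 26 genes of which 24 have an entry. The rule also took the 5 genes with the highest and the 5 with the lowest log2 fold change among symbols past the adjusted threshold in the scar zone, with no overlap of IR and sham values, and none met it. Other genes named in the closing section were chosen after their values were seen.

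Alternatives were DESeq2 1.42.0 with its size factors, upper-quartile scaling, no filter on low counts, 1 factor of unwanted variation, sex as a covariate, a single fit of all 16 samples, limma 3.58.1 with a trend on log2(TPM + 1) and on log2(TPM + 0.1) for genes with a TPM of at least 1 in at least 4 samples, the unadjusted p-value, no fold change threshold, camera for the lists, and leaving out each pig in turn. RUVSeq was not used here. Its RUVg method was written out with 1 factor from the 5000 genes with the largest p-value in a preceding fit, after upper-quartile scaling. The likelihood-ratio test of edgeR, alone and with that factor, was added after seeing the data, as were the alternatives of the unadjusted counts.

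The tests were checked on simulated data drawn from the means and totals of the real scar zone samples. Of 14023 genes, 200 were changed by a log2 fold change of 2 or 3, and edgeR recovered 92% of them with 7 false calls, and DESeq2 94.5%. With no gene changed, edgeR called 0 genes. Simulated genes were drawn independently, and a changed gene had the same change in every IR pig. The recovery therefore does not show how well smaller changes, or changes in only some IR pigs, would be found.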

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

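Tests of the Y-linked transcripts and of the unnamed gene described here were chosen only after their values were seen.

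The scar zone library of IR pig 14, a female, held transcripts of the Y-linked genes *DDX3Y* and *KDM5D*, which the paper does not report on. *DDX3Y* was at 4.49 CPM (65.6 estimated counts), against 0.389 to 1.23 CPM in the other 7 female libraries and 68.4 to 103 CPM in the 8 male libraries. *KDM5D* was at 0.408 CPM (6 estimated counts), against 0 in the other female libraries and 4.27 to 10.1 CPM in male ones. Both of these genes, 2 of 2, were above every other female library, as RNA or reads from a male sample would give. Among 8 unnamed genes that were higher in males in the border zone, 6 were above every other female library. All 8 together were at a median of 3.96% and a range of 1.26% to 6.50% of the male mean, female background included. Reads of X-linked copies assigned to *DDX3Y* were ruled against, since the other female libraries reached only 1.23 CPM. That highest value was the border zone library of the same pig, so a cause particular to this pig was not excluded. A wrong sex label was also ruled against, as the *DDX3Y* level was 5.5% of the male mean. A small share of RNA or reads from a male sample remains a candidate explanation, and the unnamed genes do not settle it. The 2 of the 8 that did not exceed the other female libraries were close to the female background. No biological explanation was tested.

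A gene listed only as ENSSSCG00000001231 had the lowest p-value of all genes in both zones. Its log2 fold change was 2.14 in the scar zone (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.414) and 2.39 in the border zone (edgeR, adjusted p = 0.497). Samples of IR pigs lay between 37.7 and 111 CPM and those of sham pigs between 5.89 and 19.8 CPM, so that all 4 IR pigs were above all 4 sham pigs in each zone. With DESeq2 it passed the adjusted threshold in both zones, with adjusted p-values of 3.73e-07 in the scar and 9.56e-08 in the border zone. With the likelihood-ratio test of edgeR, chosen after seeing the data, the adjusted p-values were 4.72e-06 and 9.18e-06. Scar and border zone of IR pigs did not differ (edgeR with the pig as a replicate block, unadjusted p = 0.992). An equal level in both zones may reflect a genotype shared by both samples of a pig, as well as a response to injury in the whole ventricle, and the samples cannot separate these. *SLA-5*, picked after the values were seen, showed a similar pattern, with log2 fold changes of 1.62 in the scar and 1.79 in the border zone and no difference between the zones of IR pigs (edgeR with the pig as a replicate block, unadjusted p = 0.852). Its IR and sham values overlapped. Transcript sequences that differ between pigs, or reads shared with a related gene, were not tested.

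Single pigs stood apart in 4 of 124 groups of 4 samples, taken over the named genes, the list scores and the total counts, while chance alone would give 6.2. The measure is the gap of the highest or lowest pig to its neighbor, divided by the range of the group on the log2 scale. It was 0.879 for *CD72* in the sham scar zone, where pig 5 was lowest at a log2 CPM of -2.26 against 0.10 to 0.43. For *CD86* in the sham border zone it was 0.899, with pig 5 lowest at 2.35 against 3.24 to 3.33. It reached 0.936 for *COL5A1* in the IR border zone, where pig 2 was highest at 8.34 against 7.47 to 7.53. In the sham border zone *TOP2A* gave 0.835, with pig 5 highest at 5.74 against 5.71 to 5.72. The totals of pig 5, 23926151 counts in the scar and 20140583 in the border zone, were within the range of the other sham pigs. No biological explanation was tested for these values.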

How the results depend on the processing

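The gene lists, the thresholds and most alternatives were chosen before the data were examined. The likelihood-ratio tests and every alternative of the counts and list tests at the unadjusted p-value were chosen only after the result was seen. Where a result changed, the cause was not tested.

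Counts of genes at the adjusted p-value depended on the test. In the scar zone the count was 0 with edgeR, against 470 at the unadjusted p-value, and it stayed 0 with upper-quartile scaling, no filter, 1 factor of unwanted variation, sex as a covariate, all 16 samples in one fit, any fold change, and without each pig in turn. DESeq2 gave 52 genes (37 higher, 15 lower). With limma, 3 genes were called on log2(TPM + 1), namely ENSSSCG00000040487 and *CLDN6* (higher) and *CLDN9* (lower), and 1 on log2(TPM + 0.1), ENSSSCG00000040487. The likelihood-ratio test of edgeR gave 44 (32 higher, 12 lower), and 154 with 1 factor of unwanted variation (104 higher, 50 lower). DESeq2 and the likelihood-ratio test shared 34 genes, and 51 of the 52 DESeq2 genes were among the 470. In the border zone edgeR gave 0, against 109 at the unadjusted p-value. DESeq2 and the likelihood-ratio test each gave 2, ENSSSCG00000001231 (higher) and *NALCN* (lower), and adding 1 factor of unwanted variation to the latter gave 5 (2 higher, 3 lower). The other alternatives gave 0.

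At the unadjusted p-value, the scar zone count of 470 became 878 with no filter (647 higher, 231 lower), 148 on log2(TPM + 1) and 239 on log2(TPM + 0.1), and ranged from 291 to 829 across the fits that each left out one pig. Under the other alternatives it was between 355 and 553. With 1 factor of unwanted variation the 355 genes were 250 higher and 105 lower, against 384 and 86. The border zone count of 109 became 317 with no filter (155 higher, 162 lower), 32 on log2(TPM + 1) and 54 on log2(TPM + 0.1), and ranged from 69 to 202 with one pig left out. With 1 factor of unwanted variation it was 94, of which 47 were higher and 47 lower.

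No immune or ECM list gene was called by the quasi-likelihood test of edgeR at the adjusted p-value, so that Fisher's exact test gave p = 1 in both zones, in every fit that left out a pig as well. At the unadjusted p-value Fisher's exact p became 2.84e-11 for the immune and 2.24e-38 for the ECM list in the scar zone, and 5.86e-05 for the immune list in the border zone. With camera these p-values were 1.89e-15, 1.21e-11 and 1.14e-07. The correlation between genes was left at the preset value of camera and not estimated from these samples. The mean log2 CPM per pig over the same lists gave p = 0.229, 0.143 and 0.371 (exact permutation tests). DESeq2 gave p = 3.63e-10 for the ECM list in the scar zone by Fisher's exact test. The likelihood-ratio test called 9 ECM genes there (Fisher's exact test, p = 8.61e-11), and 21 with 1 factor of unwanted variation (Fisher's exact test, p = 2.38e-20). Of the immune list it called 0 (Fisher's exact test, p = 1), and 2 with that factor, *IDO1* and *TNFSF13B*, named after their values were seen (Fisher's exact test, p = 0.431). Leaving out one pig, Fisher's exact p at the unadjusted threshold ranged from 1.23e-24 to 0.0371 for the immune and from 1.65e-44 to 1.13e-16 for the ECM list in the scar zone. In the border zone it ranged from 3.35e-12 to 0.480 for the immune and from 0.00975 to 1 for the ECM list. The border zone immune list lost its enrichment with limma, at p = 1 on log2(TPM + 1) and p = 0.326 on log2(TPM + 0.1) by Fisher's exact test.

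For the difference of the IR effect between zones, 0 genes were called at the adjusted p-value with and without the replicate block, with DESeq2 and with no filter, against 196 at the unadjusted p-value. That count was 217 with the replicate block and 378 with no filter, and ranged from 88 to 366 with one pig left out. Fisher's exact p for the immune list was 0.502, and 0.0637 with the replicate block, while for the ECM list it was 2.36e-24, and 1.27e-08 with the block. The 29 ECM genes found without the block became 5 without IR pig 9 (Fisher's exact test, p = 0.00242). Without IR pig 2 they became 56 (Fisher's exact test, p = 5.81e-49), and the other fits that left out a pig lay between these. For the immune list no such fit gave a Fisher's exact p below 0.316. Scar against border zone of IR pigs gave 0 genes at the adjusted p-value, with the replicate block as well, and 4 with DESeq2 (*CAPN6*, *COL8A2* and *RYR3* higher, *LDHD* lower). The unadjusted count was 250, or 233 with the replicate block, 455 with no filter, and from 73 to 396 with one pig left out. In sham pigs it was 0 at the adjusted p-value and 1 with DESeq2 (*ANGPTL1*). The unadjusted count in sham pigs was 14, or 28 with the replicate block, 96 with no filter, and from 15 to 37 with one pig left out.

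Of the named genes tested in the scar zone, 0 had a p-value of at most 0.05 after adjustment over the list alone, against 14 unadjusted. The number was 14 with DESeq2 and 2 with limma on log2(TPM + 1), and ranged from 0 to 15 with one pig left out. Single log2 fold changes were followed across settings for 23 genes in the scar zone and for 8 in the border zone, the latter picked after the data were seen. They kept their direction and their side of the adjusted p threshold in 331 of 337 settings, and all 6 reversals were among the 8 border zone genes. These settings leave out the likelihood-ratio tests, under which *NPPB* and *LOX* passed the adjusted threshold in the scar zone with 1 factor of unwanted variation. As the quasi-likelihood test called no gene, staying on the same side of that threshold says little about stability. *CD209*, at -0.28 with all pigs, became 0.01 without IR pig 2, 0.03 without IR pig 14 and 1.12 without sham pig 13, in a range of -0.91 to 1.12. *NPPA*, at 0.74, became -0.13 without IR pig 2, in a range of -0.13 to 1.65. *COL1A1*, at 0.13, became -0.052 without IR pig 2 and -0.02 without IR pig 11, in a range up to 0.31. Other named genes also changed sign in the border zone when one pig was left out, namely *CD72* (0.67, lowest -0.15), *IL10*, *IL18*, *TNNI3*, *COL1A2*, *COL3A1*, *COL5A1*, *POSTN*, *LOX*, *TIMP1* and *TOP2A*, so directions in the border zone are not stable for most of these genes.

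Summing genes with the same name was not run because no name is repeated. Depth limits genes near the floor, such as *CD69* with 1 to 31 counts per sample.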

Differences from the paper's values

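The likelihood-ratio tests named here were chosen only after the result was seen. The numbers of samples and of pigs per group were those the paper states. The median total of 21822696 estimated counts was close to the stated depth, while single samples ranged from 15427663 to 49045206. The statements that differ concern genes and zones.

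The paper reports upregulated immune processes in the IR scar zone. At the adjusted p-value, 0 of 197 immune list genes and 0 of all 14023 genes passed the thresholds with the edgeR quasi-likelihood test, against 26 and 470 at the unadjusted p-value. None of the immune list genes passed with DESeq2 at the adjusted p-value either. The paper's threshold names both kinds of p-value, and the unadjusted one was among the alternatives set before the data were examined. At the unadjusted p-value the immune list was enriched (one-sided Fisher's exact test, p = 2.84e-11), and 8 of the 35 divisions of the pigs gave a p as small.

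The paper lists 11 immune genes as upregulated in the IR scar zone. At the adjusted p-value 0 of them passed with any setting run, those chosen after seeing the data included, and the adjusted p-values ranged from 0.0199 (edgeR likelihood-ratio test with 1 factor of unwanted variation, chosen after seeing the data) to 0.625 with all pigs, and reached 0.905 (*CD72*, edgeR quasi-likelihood test) with one pig left out. The fold change of the gene with the lowest of these was below 2 in that setting. With edgeR, 6 passed at the unadjusted p-value (*CD86*, *CD209*, *IL10*, *CXCL10*, *CXCL11* and *CXCR3*). *IL18R1* also passed it with sex as a covariate and with the likelihood-ratio test chosen after seeing the data. *IL18* passed it with all 16 samples in one fit and with limma on log2(TPM + 0.1), and *CXCL9* with limma on log2(TPM + 1) and on log2(TPM + 0.1). Genes were also lost, since with 1 factor of unwanted variation only *CXCL10*, *CXCL11* and *CXCR3* passed, and with sex as a covariate *CD86* and *CD209* did not. *CD69* and *CD72* passed under none of the settings that used all pigs.

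The paper states that immune terms were restricted to the scar zone. At the unadjusted p-value 7 immune list genes were higher in the IR border zone (one-sided Fisher's exact test, p = 5.86e-05). As many as 20 of the 35 divisions of the pigs gave a p as small. Without IR pig 11 or without sham pig 5, 1 list gene was higher (Fisher's exact test, p = 0.334 and 0.480). The border zone enrichment therefore cannot decide against the paper's statement. *CXCL10* had a log2 fold change of 2.28 in the border zone against 2.09 in the scar zone. Leaving out each pig in turn gave 0.71 to 2.63 in the border and 0.83 to 2.40 in the scar zone. In the border zone IR pig 11 was at 346 CPM of *CXCL10*, and the other IR pigs were at 17.3 to 69.7 CPM. With limma on log2(TPM + 1) and on log2(TPM + 0.1) the border zone enrichment was lost, at p = 1 and p = 0.326 by Fisher's exact test. The difference between zones for the immune list had a Fisher's exact p of 0.502, and of 0.0637 with the pig as a replicate block.

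The paper reports upregulated ECM components in the IR scar zone. With the edgeR quasi-likelihood test at the adjusted p-value 0 of 167 ECM list genes passed, against 50 at the unadjusted p-value. With DESeq2, an alternative set before the data were examined, 9 passed at the adjusted p-value (Fisher's exact test, p = 3.63e-10).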

Other observations

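The tests of the ECM and immune lists by sex were chosen only after the result was seen. So were the counts of regroupings for results at the adjusted p-value, for the named genes, for the list tests of the difference between zones, for that difference with the replicate block and for scar against border zone.

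Regrouping the pigs showed how often other divisions of the same pigs gave results as large. Of the 35 divisions of the 8 pigs into 4 and 4, the real one included, 5 gave at least as many genes as the 470 at the unadjusted p-value in the scar zone, and 20 gave at least the 109 of the border zone. For the immune list 8 divisions gave as small a Fisher's exact p in the scar zone and 20 in the border zone. For the ECM list the numbers were 8 and 31. In the scar zone, all of these matching divisions kept the male IR pigs 9 and 11 in the same group. They therefore still hold any effect in those pigs, and show how far the results rest on them. All 35 divisions gave at least the 0 genes found at the adjusted p-value in the scar zone, in the border zone and for the difference between zones, and at least the 0 named genes past the threshold over the list, which a count of 0 fixes in advance. For the difference of the IR effect between zones, 9 divisions gave at least 196 genes at the unadjusted p-value and 9 gave at least 217 with the replicate block. Its list tests were matched in 11 divisions for the immune and 13 for the ECM list, and with the replicate block in 7 and 9. None of these results can be told apart from a chance division of the pigs. With the zone labels exchanged within pigs, 1 of 8 arrangements gave at least the 250 genes between scar and border zone of IR pigs, and 4 of 8 gave at least the 14 of sham pigs. At the adjusted p-value all 8 arrangements gave at least the 0 genes found, and 1 in 8 is the smallest share this design allows.

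The division of the pigs by sex gave 471 genes at the unadjusted p-value in the scar zone, about as many as the surgery, and the ECM list was enriched among genes that differ (Fisher's exact test, p = 2.29e-34). In the border zone the ECM list was not enriched by sex (Fisher's exact test, p = 0.576). The immune list was enriched by sex in both zones (Fisher's exact test, p = 1.89e-14 in the scar and 8.11e-16 in the border zone). For the surgery these immune list values were 2.84e-11 and 5.86e-05. Unlike the surgery, the division by sex also gave 9 genes at the adjusted p-value in the scar zone and 10 in the border zone, 9 of them shared. *DDX3Y* was higher in males in both zones, with log2 fold changes of 5.81 and 6.64 (edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.00780 and 1.82e-06). *KDM5D* was called in the border zone, and the others have no name in the tables. These genes were named after their values were seen. Males and females were balanced between IR and sham pigs.

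The 470 genes of the scar zone were tested for technical origins. Thinning all libraries to 15427564 counts gave 405 genes at the unadjusted p-value (333 higher, 72 lower), of which 365 were among the 470, and 0 at the adjusted p-value, so uneven depth was ruled against. Log2 fold change and log2 effective gene length had a Pearson correlation of 0.058 across 14023 genes, which rules against fold changes that follow gene length. The lengths of the 470 genes were not compared with those of the other genes. Whether longer genes passed the p-value threshold more often was therefore not tested.

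In the scar zone the difference of the ECM list between IR and sham pigs was larger in males than in females. The mean log2 CPM over the list was 1.19 higher in IR than in sham males and 0.01 higher in IR than in sham females. Between male and female IR pigs the difference was 1.14 in the scar zone, with both males above both females. Sequencing depth was ruled against, because the libraries of the male IR pigs were also the deepest in the border zone and the difference there was -0.13. In the scar zone of sham pigs the difference was -0.04, which argues against a sex difference without injury in that zone. In the border zone of sham pigs it was 0.26, with both males above both females. A sex difference without injury was therefore not excluded for the ventricle as a whole. A larger share of scar and a smaller share of cardiomyocyte RNA in the sampled piece remains a candidate explanation, since the cardiomyocyte list differed by -0.44 between male and female IR pigs, with both males below both females. This is weak evidence, because sham pigs showed the same order with a difference of -0.17, and the difference between surgeries was -0.27 (exact permutation test, p = 0.389). For a response that depends on sex, the exact permutation of sex labels within surgery groups gave p = 0.056, the smallest that 2 males and 2 females per group allow. The hypothesis that males may form more ECM after IR therefore cannot be told apart from differences in the tissue sampled.

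*NPPA* and *NPPB*, for which the paper reports no difference between groups by RT-qPCR (Figure 3D), were higher in the IR scar zone in the RNA-seq data. *NPPB* was at 343 ± 185 CPM in IR and 34.0 ± 50.3 CPM in sham pigs (SD, n = 4), with all 4 IR pigs above all 4 sham pigs (two-sided exact permutation test, p = 0.0286, the smallest possible). Its log2 fold change was 3.33 (standard error 1.04, edgeR adjusted p = 0.438 over all genes and 0.0552 over the named genes, Benjamini-Hochberg). It passed the adjusted threshold with the likelihood-ratio test and 1 factor of unwanted variation, chosen after seeing the data (log2 fold change 3.53, edgeR adjusted p = 0.0275), while adjusted p-values in the other settings followed for it were from 0.142 (DESeq2) to 0.840 (edgeR without IR pig 11). *NPPA* was at 198 ± 143 CPM in IR and 24.4 ± 21.8 CPM in sham pigs (SD, n = 4; exact permutation test, p = 0.0857), a log2 fold change of 3.02 (standard error 1.09). In the border zone the log2 fold changes were 2.01 for *NPPB* (exact permutation test, p = 0.171) and 0.74 for *NPPA* (exact permutation test, p = 0.457). Leaving out each pig in turn, *NPPB* ranged from 2.94 to 5.23 in the scar and from 1.38 to 4.97 in the border zone. Border zone *NPPB* was at 233 CPM in sham pig 12 and at 4.82 to 15.1 CPM in the other sham pigs. The log2 fold change was larger in the scar than in the border zone by 2.29 for *NPPA* (2.07 with the replicate block) and by 1.34 for *NPPB* (1.12 with the block). No gene passed the adjusted threshold in that comparison, so it does not settle whether the zones differ for these genes.

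For the other lists no difference between IR and sham pigs passed an adjusted p of 0.05 (exact permutation tests with Benjamini-Hochberg adjustment). The design nearly fixed this, since the smallest p that 4 pigs against 4 allow is 0.0286. After adjustment over 18 comparisons no list could pass unless most comparisons reached that minimum, so the adjusted values do not argue against a difference. In the scar zone the mean log2 CPM over 31 cardiomyocyte genes differed by -0.26 (two-sided exact permutation test, p = 0.171), with 2 of 4 IR pigs below all sham pigs. Over 34 cell cycle genes it differed by -0.17 (exact permutation test, p = 0.4), with 1 IR pig below all sham pigs. For 15 endothelial genes the difference was -0.09 (exact permutation test, p = 0.429), with 2 IR pigs below and 1 above all sham pigs, and for 26 basement membrane genes it was 0.18 (exact permutation test, p = 0.143), with 3 IR pigs above all sham pigs. Border zone endothelial genes differed by -0.14 (exact permutation test, p = 0.143), with 3 of 4 IR pigs below all sham pigs, and cell cycle genes by -0.09 (exact permutation test, p = 0.886), with 3 IR pigs below and 1 above all sham pigs. After Benjamini-Hochberg adjustment over the 18 list comparisons of both zones and of the difference between zones, the smallest adjusted p was 0.514.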
